# Comparative analysis of PI3K-AKT and MEK-ERK1/2 signaling-driven molecular changes in granulosa cells

**DOI:** 10.1530/REP-24-0317

**Published:** 2025-01-21

**Authors:** Vijay Simha Baddela, Marten Michaelis, Xuelian Tao, Dirk Koczan, Julia Brenmoehl, Jens Vanselow

**Keywords:** ovary, granulosa cells, PI3K-AKT, MEK-ERK1/2, sex steroids, metabolism

## Abstract

**In brief:**

PI3K-AKT signaling activates steroidogenesis by inducing estradiol and progesterone production, while MEK-ERK1/2 signaling regulates steroidogenesis by inhibiting estradiol and inducing progesterone production in granulosa cells (GCs). Both pathways are essential for glycolytic and mitochondrial metabolism in these cells.

**Abstract:**

The PI3K-AKT and MEK-ERK1/2 signaling pathways are integral to fundamental cellular processes, such as proliferation, viability and differentiation. In GCs, these pathways are activated by follicle-stimulating hormone (FSH) and IGF1 through respective receptors. We investigated the comparative transcriptome changes induced by the AKT and ERK (ERK1/2) pathways using corresponding inhibitors in GCs. GCs isolated from antral follicles showed positive signals for phospho-AKT and phospho-ERK proteins. Treatment of cultured GCs with FSH and IGF1 induced phospho-AKT and phospho-ERK levels. Transcriptome analysis revealed 1436 genes regulated by AKT and 654 genes regulated by the ERK pathway. Among these, 94 genes were commonly downregulated and 11 genes were commonly upregulated in both datasets, while 110 genes were oppositely regulated. Bioinformatics analysis revealed that the inhibition of the PI3K-AKT and MEK-ERK pathways downregulates key reproductive processes and upstream molecules. Notably, AKT inhibition affected FSH, ESRRG and HIF1 pathways, while ERK inhibition impacted CG, FOS, TGFβ, EGR1 and LH pathways. Transcriptome data showed that genes related to estradiol production were inhibited by ERK and induced by the AKT pathway. This was verified by radioimmunoassays, and mRNA and protein analysis of *CYP19A1* and *STAR* genes. In addition, transcriptome data suggested the downregulation of glucose metabolism in GCs. Using validation experiments, we confirm that both pathways are essential for glucose uptake, lactate production and mitochondrial activity in GCs. These data provide a resource for informing future research for analyzing various novel candidate genes regulated by the AKT and ERK pathways in GCs and other cell types.

## Introduction

Ovarian follicles are among the most prolific tissues, with rapid cellular proliferation and differentiation to enable the growth and maturation of oocytes for fertilization. Signaling of FSH (follicle-stimulating hormone) and IGF1 (insulin-like growth factor 1) through respective receptors in ovarian granulosa cells is crucial for the development of dominant follicles in various species, including humans and cows. Synergic actions of FSH and IGF1 induce proliferation and estradiol production in granulosa cells (Mani *et al.* 2010, Zhou *et al.* 2013, Baumgarten *et al.* 2014). Knocking out *FSH* or *IGF1* genes or their receptors leads to infertility (Kumar *et al.* 1997, Abel *et al.* 2000, Baumgarten *et al.* 2017). FSH receptors typically activate G proteins by splitting the βγ dimer from the α subunit (Casarini & Crépieux 2019). Gαs proteins activate adenylyl cyclase and elevate the cytoplasmic cAMP levels, which in turn act as an inducer for PKA (protein kinase A) and EPAC (exchange proteins directly activated by cAMP) signaling in rat granulosa cells (Wayne *et al.* 2007). It has been shown that FSH could also activate the AKT and ERK (ERK1/2) signaling pathways using intermediary molecules, which are mechanistically studied in human and rat granulosa cells (Casarini & Crépieux 2019, Thomas *et al.* 2011, Ulloa-Aguirre *et al.* 2018, Paradiso *et al.* 2021) (Fig. 1A). On the other hand, insulin and IGF1 activate AKT through the PI3K pathway and ERK signaling through the MAP kinase pathway (Hakuno & Takahashi 2018) (Fig. 1B). Studies have shown that AKT and ERK phosphorylation levels are significantly higher in granulosa cells of rats treated with both FSH and IGF1 than those treated with FSH or IGF1 alone (Zhou *et al.* 2013). A similar observation was made on the AKT phosphorylation in bovine granulosa cells, where FSH+IGF1 treatment did not further induce ERK phosphorylation compared to FSH or IGF1 alone (Mani *et al.* 2010), while it did in comparison with IGF1 treatment in another study (Ryan *et al.* 2008).

**Figure 1:**
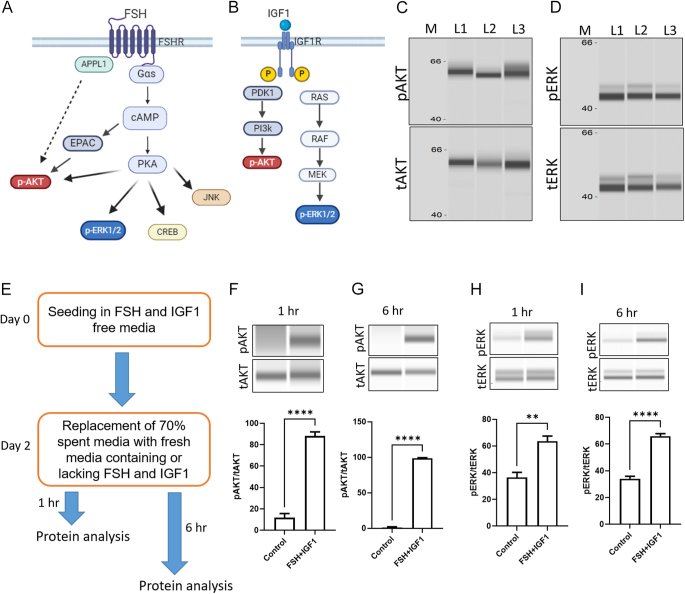
Status of AKT and ERK signaling pathways in granulosa cells of freshly isolated (ovarian follicular) and cultured granulosa cells. (A) and (B) Graphical representation of AKT and ERK signaling pathways activated by FSH and IGF1 in granulosa cells. These graphics were generated using bioRender.com. (C) and (D) Phospho- and total protein signals of AKT and ERK proteins, respectively, in freshly isolated granulosa cells derived from 2 to 6 mm ovarian follicles. M lane indicates molecular size. Lanes L1–L3 indicate three different replicates. (E) Schematic representation and timeline of granulosa cell culture used for the phosphoprotein analysis shown in (F), (G), (H) and (I). (F) and (G) Quantification of the phospho- and total AKT proteins in granulosa cells cultured in the absence or presence of FSH and IGF1 at 1 and 6 h time points, respectively. (H) and (I) Detection and quantification of the phospho- and total ERK proteins in granulosa cells cultured in the absence or presence of FSH and IGF1 at 1 and 6 h time points, respectively. Data are presented in mean ± SEM values (*n* = 5) and analyzed by unpaired *t*-test. Probability values <0.05 were considered statistically significant and were designated with asterisk symbols to inform the strength of significant difference (**P < 0.01; ****P < 0.0001). The *n* value indicates the number of independent cell culture experiments analyzed using granulosa cells collected on different days.

Activation of AKT signaling is essential for fertility as AKT1^−/−^ female mice showed impaired follicular development and oocyte growth. Granulosa cell expression of KITLG (KIT-ligand) and BCL2L1 (Bcl-2-like protein 1), which are involved in the proliferation and survival pathways, is significantly reduced in AKT-null mice (Brown *et al.* 2010). It has been shown that the PI3K-AKT pathway plays an essential role in the bidirectional communication between the cumulus and oocyte by mediating the phosphorylation of connexin 43, a gap junction protein (Shimada & Terada 2001, Ilha *et al.* 2015). In mural granulosa cells, PI3K-AKT signaling was found to induce numerous genes that mark cell survival, proliferation and steroidogenesis (Goto *et al.* 2009, Mani *et al.* 2010, Liu *et al.* 2021).

ERK signaling appears to be essential during the final stages of follicle development, where luteinizing hormone (LH) induces ovulation and corpus luteum formation. Granulosa-specific ERK1/2-null mice showed normal follicular development until the preovulatory follicular stage, where they were permanently arrested and did not respond to superovulation treatment (Fan *et al.* 2009). Oocytes in these mice did not show cumulus expansion. Similar observations were made in mice treated with the ERK chemical inhibitor PD0325901, which inhibits ERK phosphorylation by an upstream MEK protein (Siddappa *et al.* 2015). In a previous study, we reported that ERK signaling reduces *FOXL2* (forkhead box protein L2) and *CYP19A1* (aromatase) expression, leading to decreased estradiol production while simultaneously inducing *STAR* (steroidogenic acute regulatory protein) expression and progesterone production in cultured bovine granulosa cells (Baddela *et al.* 2023). In addition, we reported genome-wide gene expression changes induced by ERK signaling, identifying 654 gene clusters as significantly regulated, with an FDR-adjusted *P*-value of <0.05 and a fold change of |1.4|, upon ERK pathway inhibition (GSE225283). Bioinformatic functional annotation suggested that inhibition of ERK signaling could induce FSH signaling and inhibit LH signaling in granulosa cells, which was corroborated with the earlier estradiol and progesterone data.

While the regulation of the MEK-ERK and PI3K-AKT pathways in response to gonadotropins and growth factors has been well studied in granulosa cells, a comparative analysis of the transcriptomic changes induced by these two pathways has not been previously explored. In this study, we analyzed the transcriptomic effects of PI3K-AKT pathway inhibition and compared the significantly regulated genes with the previously published ERK-regulated transcriptome to identify uniquely or commonly regulated genes by these two signaling pathways. While transcriptome analyses of PD98059- and LY294002-treated cells were performed in separate experiments, each transcriptome experiment was included with its own experimental control. Therefore, the impact of the experimental variables, such as batch of reagents and genetics of cells, may not affect the functional interpretations of these pathways.

## Methods

### Collection of ovaries, isolation of granulosa cells and *in vitro* culture

The ovaries were obtained from a local abattoir (DANISH CROWN Teterower Fleisch GmbH, Germany) and transported to the laboratory in a phosphate-buffered saline (PBS) solution containing penicillin (100 IU/mL), streptomycin (100 μg/mL) and 0.5 μg/μL amphotericin. Granulosa cells were manually aspirated from 2 to 6 mm sized ovarian follicles using a 3-mL syringe and 18G needles. Only follicles with a transparent appearance and clear follicular fluid without debris were considered for granulosa cell aspiration. Viable cells were counted via the trypan blue exclusion method, and cells were cryopreserved in a freezing medium made of fetal calf serum containing 10% DMSO (Baufeld & Vanselow 2018).

On the day of culture, cryopreserved vials were thawed in a water bath at 37 °C and cells were washed using αMEM by centrifugation at 500 *g* for 3 min. The cell pellet was dissolved in αMEM containing 2 mM glutamine, 10 mM sodium bicarbonate, 20 mM HEPES, 4 ng/mL sodium selenite, 0.1% w/v BSA, 5 μg/mL transferrin, 10 ng/mL insulin, 1 mM non-essential amino acids, 100 IU/mL penicillin and 0.1 mg/mL streptomycin. Androstenedione (2 mM) was added to the media on the day of culture. In addition, FSH (20 ng/mL) and/or R3 IGF1 (50 ng/mL) was added either at the time of seeding or on day 2, depending on the experiment.

The cells were seeded at a density of 5 × 10^4^ cells per well in 48-well culture dishes, pre-coated with 0.02% collagen R (Serva, Germany) to promote healthy attachment. To determine the phosphorylation of AKT and ERK proteins, cells were seeded in growth media lacking FSH and IGF1 and cultured for two days. On day 2, 70% of the spent media was replaced with fresh media containing or lacking FSH and IGF1 and harvested after one or six hours. In contrast, cells were seeded in FSH- and IGF1-supplemented media to analyze the effect of inhibitors. On day 2, cells were treated with 50 μM of AKT inhibitor (LY294002), 50 μM of an ERK inhibitor (PD98059) or a combination of both by replacing 70% spent media with fresh media supplemented with inhibitors but lacking FSH and IGF1. After 2 h, 70% of the media was again replaced with fresh media containing FSH and IGF1, and cells were analyzed after 30 min or on day 4. DMSO was used as vehicle control in all the experiments that involved PD98059 and LY294002. Identical cell culture conditions were employed in a previous study, where the transcriptome analysis of PD98059-treated cells was performed (Baddela *et al.* 2023).

### Transcriptome analysis

The Bovine Gene 1.0 ST Arrays (Affymetrix, USA) were used for the transcriptome analysis. The RNA from DMSO- and LY294002-treated cells was isolated using the RNeasy Mini Kit (Qiagen, Germany). RNA quality was calculated using the Bioanalyzer Instrument (Agilent Technologies, USA), which revealed the RIN values ranging from 9.8 to 10.0 and RNA concentrations between 37 and 50 ng/μL, indicating negligible to no degradation of isolated RNA in all samples. Amplification and labeling steps were carried out using ‘GeneChip 3′ Amplification One-Cycle Target Labeling and Control Reagents’ (Affymetrix) following the manufacturer’s protocol. Hybridization was performed overnight in the GeneChip Hybridization Oven (Affymetrix), and the results were visualized using the Affymetrix GeneChip Scanner 3000. Subsequent analysis was performed using Transcriptome Analysis Console 4.0 (TAC4.0, Affymetrix, https://www.thermofisher.com) to identify differentially expressed genes. Analysis of variance (ANOVA) was used to calculate the *P*-value, which was additionally corrected by the FDR (false discovery rate, Benjamini–Hochberg) method integrated into TAC 4.0. A fold change threshold of |1.4|, coupled with an FDR < 0.05, was used as the cutoff to identify differentially expressed genes in the LY294002 vs control dataset. This selection criterion aligns with the cutoff parameters applied in our previously published PD98059 vs control dataset (Baddela *et al.* 2023), ensuring consistency across analyses. Ingenuity Pathway Analysis (IPA) was used to derive the enriched cellular functions and upstream molecules from the transcriptome data.

### RNA, cDNA and gene expression analysis

Total RNA was isolated from the cultured cells using the innuPREP RNA Mini Kit (Analytik Jena, Germany) following the manufacturer’s guidelines. The RNA concentration was measured with the help of a NanoDrop 1000 Spectrophotometer (Thermo Scientific, Germany), and cDNA was prepared using the SensiFAST cDNA Synthesis Kit (Bioline, Germany). qPCR analysis was performed using the SensiFAST SYBR No-ROX Kit (Bioline) and gene-specific primers listed in Table 1. The genes of interest were amplified in duplicates in a total volume of 12 μL using a LightCycler 96 Instrument (Roche, Germany). External standards for each gene of interest were generated using pGEM T-Vector cloning and verified by sequencing. Five different dilutions of the verified external standard (5 × 10^−12^ to 5 × 10^−16^ g DNA/reaction) were freshly prepared and co-amplified with each run. Melting point analysis was done after each run to check for amplification of the correct products. In addition, PCR products were verified by 3% agarose gel electrophoresis.

**Table 1:** qPCR primers.

Gene	Sequence		Size (bp)	NCBI accession no.
	Forward	Reverse		
*CYP19A1*	GCT​TTT​GGA​AGT​GCT​GAA​CCC​AAG​G	GGG​CCC​AAT​TCC​CAG​AAA​GTA​GCT​G	172	NM_174305
*STAR*	TTG​TGA​GCG​TAC​GCT​GTA​CCA​AG	CTG​CGA​GAG​GAC​CTG​GTT​GAT​G	236	NM_174189.2
*HSD3B*	TGT​TGG​TGG​AGG​AGA​AGG​ATC​TG	GCA​TTC​CTG​ACG​TCA​ATG​ACA​GAG	208	NM_174343
*FOXL2*	AGC​CAA​GTT​CCC​GTT​CTA​CG	GGT​CCA​GCG​TCC​AGT​AGT​TG	140	NM_001031750.1
*FSHR*	TCA​CCA​AGC​TTC​GAG​TCA​TCC​CAA​A	TCT​GGA​AGG​CAT​CAG​GGT​CGA​TGT​A	189	NM_174061
*RPLP0*	TGG​TTA​CCC​AAC​CGT​CGC​ATC​TGT​A	CAC​AAA​GGC​AGA​TGG​ATC​AGC​CAA​G	142	NM_001012682

### Western analysis

Protein quantification was performed using ProteinSimple’s WES instrument (Bio-Techne, USA) following the manufacturer’s guidelines. Cells were cultured in 48-well plates, washed using 1× PBS three times and lysed using 1× MPER lysis buffer (Thermo Fisher, USA). The lysate was centrifuged at 4 °C at 12,000 *g* for 3 min to collect the protein supernatant. Protein concentrations were determined using the Micro BCA protein quantification method (Thermo Fisher). Solutions such as wash buffers, blocking reagents, primary and secondary antibodies, and chemiluminescent substrates were distributed into predefined wells of the assay plate. The assay plates were then loaded onto the WES instrument for protein separation using a 12–230 kDa capillary separation module (SM-W001). The protein bands were detected using the software’s hydrodynamic range exposure feature. The primary antibodies used for the analysis are listed in Table 2. In addition, the anti-mouse (DM-002) and anti-rabbit (DM-001) secondary antibody modules were purchased from ProteinSimple, USA.

**Table 2:** Antibodies.

Antibody	Product no.	Company	Source
Aromatase	SM2222P	Acris (Origene), USA	Mouse
STAR	PA5-21687	Invitrogen, USA	Rabbit
Phospho-ERK1/2	9101S	Cell Signaling, USA	Rabbit
Total ERK1/2	4695S	Cell Signaling, USA	Rabbit
Phospho-Akt (Ser473)	9271S	Cell Signaling, USA	Rabbit
Total Akt	9272S	Cell Signaling, USA	Rabbit
Beta actin	SC47778	Santa Cruz, USA	Mouse

### Radioimmunoassays

Estradiol concentration in the conditioned media was determined using a modified competitive 3H-RIA with the tracer [2,4,6,7-3H] estradiol-17β, purchased from GE Healthcare (Germany). The intra- and interassay coefficients of variation were 6.9 and 9.9%, respectively, and the lower detection limit was 3 pg/mL. For analysis, 10 μL undiluted media were used. Progesterone concentrations were measured using an optimized direct competitive 3H-radioimmunoassay (RIA). The tracer [1,2,6,7-3H(N)] progesterone was procured from PerkinElmer (USA), and the rabbit-raised antibody was purified by chromatography. Radioactivity measurement was conducted in a liquid scintillation counter with an integrated RIA-calculation program (TriCarb 2900 TR, PerkinElmer), and the intra- and interassay coefficients of variation were 7.6 and 9.8%, respectively. The lower detection limit was 7 pg/mL.

### Glucose and lactate analysis

Glucose and lactate concentrations were measured in the cell-free spent culture media using an automatic enzymatic analyzer (ABX Pentra 400, HORIBA Medical, France) and the respective commercial kits. For glucose, Kit No. A11A01667, Axon Lab. AG, Germany, was used. For lactate, Kit No. A11A01721, Axon Lab. AG, was used. The interassay coefficients of variation for glucose and lactate were 0.9 and 0.6%, respectively.

### Mitochondrial membrane potential (MMP) analysis

MitoTracker staining of cells was performed following a previously described protocol (Tao *et al.* 2024). For JC-1 analysis, cultured cells were detached by incubation with 200 μL of ready-to-use Accutase solution (A6964, Sigma-Aldrich, USA) for 20 min at 37 °C. Cells were transferred into 1.5-mL tubes, washed twice with DMEM and incubated with JC-1 dye (T3168, Thermo Fisher Scientific) at a final concentration of 2 μM in DMEM for 30 min at 37 °C. Cells were washed three times in DMEM and analyzed in a flow cytometer with an excitation wavelength of 485 ± 10 nm (for both JC1 aggregates (red) and monomers (green)) and emission wavelengths at 590 ± 10 nm (for aggregates only) and 510 ± 10 nm (for monomers only). The fluorescence intensities were analyzed using the Kaluza 1.2 software (www.beckman.de). Forward versus side scattering gating was employed to analyze cell morphology and omit cell debris from the analysis, whereas fluorescence signals from propidium iodide staining were used to exclude the dead cells from the analysis.

### Statistical analysis

Statistical analyses and data visualization were performed using the GraphPad Prism 10.3 licensed software (www.graphpad.com). Cell culture experiments were performed in three to six biological replicates, as indicated in figure legends, using cells aspirated from ovaries collected on different days. All cell culture experiments contain two or three culture replicates at each condition, and the average of culture replicates was used for data analysis. Protein measurements involve the analysis of pooled lysates from culture replicates. Unpaired two-way *t*-tests were performed to compare the control and FSH+IGF1 treatments. The remaining data were analyzed using one-way ANOVA. Pairwise multiple comparisons were executed using Tukey’s post hoc tests. Data were presented as either the mean with SEM values or box plots. Probability values <0.05 were considered statistically significant and are designated with up to four asterisk symbols to inform the strength of the significant difference (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

## Results

### Induction and inhibition of PI3K-AKT and MEK-ERK1/2 signaling in cultured granulosa cells

FSH and IGF1 stimulate the AKT and ERK signaling pathways in ovarian granulosa cells, as indicated in Fig. 1A and B (Gonzalez-Robayna *et al.* 2000, Shiota *et al.* 2003, Ryan *et al.* 2008, Mani *et al.* 2010, Zhou *et al.* 2013). Western analysis of granulosa cells derived from antral follicles (2–6 mm), which are naturally exposed to FSH and IGF1 during follicular development, showed a positive signal for phospho-AKT and ERK proteins (Fig. 1C and D). To verify the phosphorylation of AKT and ERK under the present *in vitro* conditions, granulosa cells were seeded and cultured in IGF1 and FSH-free media for an initial two days. On day two, the media were replaced with fresh media containing 50 ng/mL of IGF1 and 20 ng/mL of FSH. The cells were lysed at 1 and 6 h time points and analyzed for AKT and ERK phosphorylation (Fig. 1E). Results showed that the FSH and IGF1 treatment significantly induced the AKT and ERK phosphorylation at both 1 and 6 h compared to control cells (Fig. 1F, G, H, I).

### Regulation of mRNA transcriptome by PI3K-AKT and MEK-ERK1/2 pathways

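Granulosa cells surround the oocyte in the follicle and produce estradiol. They were aspirated from bovine follicles of 2 to 6 mm, cryopreserved, thawed and cultured with 20 ng/mL FSH and 50 ng/mL R3 IGF1. On day 2 the cells were treated with 50 μM LY294002, an inhibitor of PI3K, the kinase upstream of AKT, or with DMSO as vehicle control. After 2 h most of the medium was replaced with medium containing FSH and IGF1, and RNA was collected on day 4. RNA of 3 DMSO samples and 3 LY294002 samples was hybridized to 6 Bovine Gene 1.0 ST arrays, with 1 sample on each array. The statistics section describes biological replicates as cells from ovaries collected on different days, without naming the day behind any array. The deposited values are log2 signals from RMA, which corrects the background, makes the distributions of the arrays alike and summarizes the probes of each transcript cluster, called a probe here. The table holds 24415 probes, of which 18461 have 1 gene symbol, 688 have several and 5266 have none. The median signals of the arrays lay between 4.98 and 5.01, and the median SD of a probe was 0.11 in DMSO and 0.10 in LY294002. LY294002 and DMSO were compared with the moderated test of limma, adjusted over all probes. A gene is said to have risen or fallen where the adjusted p was under 0.05 and the fold change at least 1.4, which are the thresholds of the paper's methods. In the counts of gene lists, a gene that did not pass missed at least 1 of these thresholds. Some of these genes had an adjusted p under 0.05 and missed only the fold threshold. On simulated arrays of this design, the test recovered 39 of 67 probes changed 1.5-fold and 63 of 67 changed 2-fold. A change of 1.5-fold lies close to the fold threshold, and far fewer probes were changed than were called on the real arrays. These shares therefore need not hold for the real arrays. The number of arrays, which the simulation did not vary, limits the precision. For groups of genes, 36 lists were fixed before the data were examined, though some members had been seen in the paper's supplementary sheets. The lists were tested with camera, which compares a list with all other genes at a preset correlation of 0.01 between genes. With an estimated correlation, 0 of the 36 lists passed, and the lowest adjusted p was 0.0683. The adjusted p of camera rose also where the estimate was under the preset. For ATF4 target genes the estimate was -0.021, and the adjusted p went from 5.86e-08 to 0.0683. For other called lists the estimate was far above the preset. Examples are interferon response (0.5), HIF1 target genes outside glycolysis (0.31), fatty acid synthesis (0.27), the cell cycle (0.26) and glycolysis (0.19). Their adjusted p with the estimate lay between 0.188 and 0.499, so the preset can overstate these shifts. The setting with an estimate is limited by the few degrees of freedom of 6 arrays. It therefore cannot tell how far correlation between genes accounts for a shift.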

To determine the effect of PI3K-AKT signaling on global gene expression, we performed the microarray analysis of RNA isolated from granulosa cells treated with or without the signaling inhibitor LY294002. The schematic representation of cell culture and the chemical structure of inhibitors used in the experiments are shown in Fig. 2A, B, C. Treatment with PD98059 and LY294002 significantly reduced the levels of p-ERK and p-AKT, respectively, indicating the effectiveness of the inhibitors (Fig. 2D, E, F). Principal component analysis (PCA) indicated a distinct clustering of control and LY294002-treated samples (Fig. 2G). 

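The first principal component held 49.9% of the variance of the 24415 probes and set the 3 LY294002 arrays apart from the 3 DMSO arrays. The gap between the groups took up 91.2% of the range of the 6 arrays on this component. The second component held 14.0% and the third 12.9%. The mean distance between a DMSO array and a LY294002 array was 56.5 (Euclidean, log2 signals), compared with 41.1 between DMSO arrays and 39.0 between LY294002 arrays. The ratio of the distances between groups to those within groups was 1.41, and the highest ratio of any other split of the 6 arrays was 0.981 (one-sided exact permutation test over 10 splits, p = 0.1, the smallest p that 3 arrays against 3 allow). Across probes, which are not independent replicates, Pearson's r lay between 0.988 and 0.989 for arrays of different groups. It lay between 0.994 and 0.995 for LY294002 arrays.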

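The largest fall with LY294002 among probes with 1 gene symbol was that of PAG11 (probe 12832821), a member of the pregnancy-associated glycoprotein family. Its signal was 9.73 ± 0.28 (SD, n = 3) in DMSO and 5.60 ± 0.31 (SD, n = 3) in LY294002, a log2 fold change of -4.13 (SE 0.20, adjusted p = 0.000243). The next largest falls were those of LOC767968 (log2 fold change -3.50), APOD, which encodes a lipid-binding apolipoprotein (-3.42), LOC404105 (-2.97) and the metalloprotease gene ADAMDEC1 (-2.80). GPR34 (-2.65), LOC515676 (-2.64), ISYNA1, an enzyme of inositol synthesis (-2.51), the gap junction gene GJA4 (-2.49) and VIPR2, a receptor of vasoactive intestinal peptide (-2.46), completed the 10 largest. GPR34 has 3 probes, of which 2 hold identical values and the other, near the lowest signals, had a log2 fold change of 0.07 (adjusted p = 0.803). The largest rise was that of MT2A (probe 12756033), a metal-binding metallothionein, from 4.59 ± 0.50 (SD, n = 3) to 8.59 ± 0.04 (SD, n = 3), a log2 fold change of 4.00 (SE 0.23, adjusted p = 0.000425). It was followed by GFRA2, a receptor of the GDNF family ligands (2.86), RGN (2.20), CITED4 (2.14) and the kinase gene PIM2 (2.03). The growth factor gene MDK (1.78), CHST15 (1.74), the ERK phosphatase gene DUSP6 (1.67), TMEM54 (1.67) and the prohormone convertase gene PCSK1 (1.66) completed the 10 largest rises. Adjusted p-values of these 20 genes ranged from 6.96e-05 to 0.0263. The highest was that of LOC515676, whose SD in DMSO was 1.20. Its call was lost without moderation of the variances (adjusted p = 0.107), without DMSO replicate 3 (adjusted p = 0.0548) and without LY294002 replicate 1, 2 or 3 (adjusted p = 0.0787, 0.0728 and 0.0841). Without DMSO replicate 1 its log2 fold change was -1.95 (adjusted p = 0.00598), the fall of rank 24, outside the 10 largest. PAG11 and MT2A belong to families of similar genes, and the files do not show whether their probes also bind transcripts of the relatives. In total 1454 probes passed the thresholds, of which 629 rose and 825 fell. They include 1269 distinct named genes, of which 544 rose and 725 fell. A fold change of at least 2 was reached by 79 of the probes that rose and 189 of those that fell. The 3 LY294002 values lay outside the range of the 3 DMSO values for 32.7% of all probes, where chance gives 10%. They did so for all 1454 called probes, but the thresholds select probes whose groups lie apart, so this is no separate result.

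**Figure D1:**
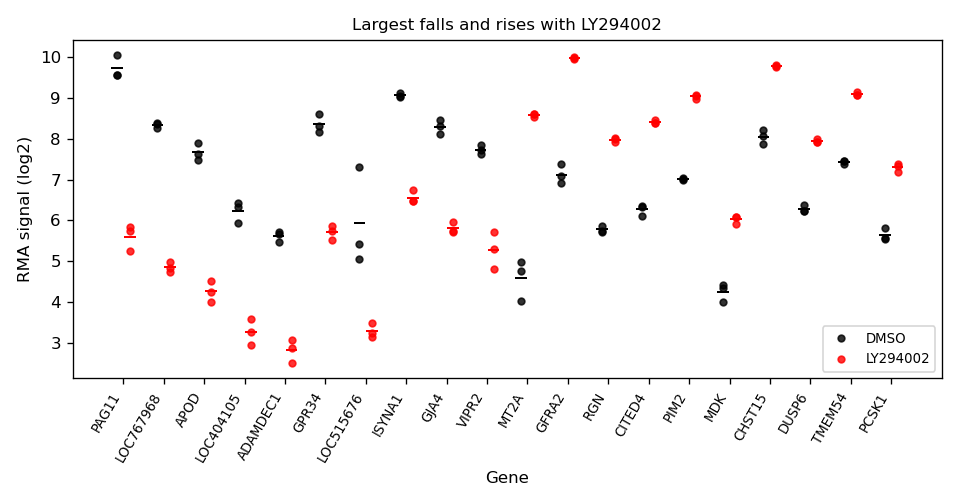
RMA signal (log2) of the 10 genes with the largest falls and the 10 with the largest rises, in DMSO (black) and LY294002 (red). Each point is 1 array and each bar the mean of 3 arrays. PAG11 goes from 9.73 to 5.60 and MT2A from 4.59 to 8.59, while the DMSO arrays of LOC515676 lie far apart (SD 1.20).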

Expression of 1436 genes was found to be differentially regulated upon inhibiting PI3K-AKT signaling (volcano plot, Fig. 2H). Our earlier transcriptome analysis of granulosa cells treated with PD98059 identified that 654 genes were differentially regulated by the ERK pathway (Baddela *et al.* 2023). A comparison of differentially regulated genes in these two different studies revealed that 215 genes were found to be commonly regulated by the ERK and AKT pathways (Fig. 2I). Among them, 94 genes were downregulated (Supplementary Excel sheet 1 (see section on Supplementary materials given at the end of the article)) and 11 genes were upregulated (Supplementary Excel sheet 2) by both inhibitors. 

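Of the 94 probes listed in sheet 1, 91 fell with LY294002 on these arrays, and all 11 probes listed in sheet 2 rose. Among the genes of sheet 1, CXCL16, a chemokine, had a log2 fold change of -1.46 (SE 0.06, adjusted p = 0.000165). PLK2, a polo-like kinase, had one of -1.07 (SE 0.07, adjusted p = 0.000755), and BHLHE40, a transcriptional repressor, one of -0.71 (SE 0.06, adjusted p = 0.00135). In sheet 2, the metallothionein gene MT1A had a log2 fold change of 1.29 (SE 0.12, adjusted p = 0.0016). Among the probes of sheet 1 that did not pass both thresholds were those of GMPPB and SLC7A11, named after their values were seen. GMPPB (-0.46, adjusted p = 0.0119) stayed under 1.4-fold, and SLC7A11, a cystine transporter gene, had a log2 fold change of -0.62 (adjusted p = 0.0506). The median log2 fold change was -0.76 over the probes of sheet 1 and 0.81 over those of sheet 2. The study chose these lists on the same arrays, so the counts are not independent evidence of the direction. The PD98059 arrays were not analysed here.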

One hundred ten genes were found to be oppositely regulated by the AKT and ERK pathways (Supplementary Excel sheet 3). 

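Of these 110 probes, 64 are listed as higher and 46 as lower with LY294002, and 108 passed the thresholds in the listed direction on these arrays. Among the genes that rose, PTX3, a protein of the cumulus matrix, had a log2 fold change of 1.48 (SE 0.09, adjusted p = 0.000593). EPAS1, which encodes the HIF2 alpha subunit, had one of 1.27 (SE 0.06, adjusted p = 0.000265). Among those that fell, the insulin-like hormone gene INSL3 had a log2 fold change of -1.05 (SE 0.15, adjusted p = 0.00763) and the clock repressor gene CIART one of -1.04 (SE 0.13, adjusted p = 0.00388). MBOAT1 and CSRP3, named after their values were seen, both had a log2 fold change of 0.47, under 1.4-fold (adjusted p = 0.0175 and 0.0224). The list was chosen by the study on these arrays, so its count is not independent evidence of the direction.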

The remaining 1221 and 439 genes were uniquely regulated by the AKT and ERK pathways, respectively.

**Figure 2:**
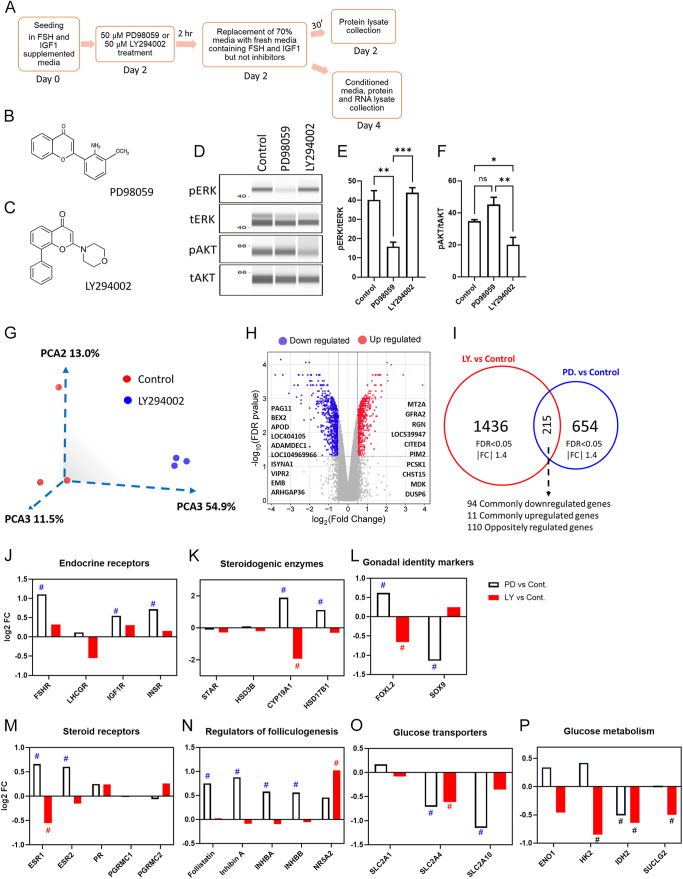
Comparative transcriptome changes induced by AKT and ERK pathways. (A) Schematic representation of cell culture experiments with inhibitor treatments. (B) and (C) Molecular structures of PD98059 and LY294002. (D) Representative western analysis images of AKT and ERK proteins in cells treated with PD98059 and LY294002. (E) and (F) Quantification of western analysis data, presented as mean ± SEM (*n* = 4) and analyzed using one-way ANOVA with Tukey’s post hoc test. (G) PCA clustering of vehicle control and LY294002-treated samples of the transcriptome analysis. (H) Volcano plot of transcriptome data generated by plotting log2 fold change values against −log10 FDR values in LY294002-treated cells. The top upregulated and downregulated genes in LY294002 are mentioned in the picture. (I) Venn diagram of differentially expressed genes between the AKT inhibitor-treated cells (LY vs control) and ERK inhibitor-treated cells (PD vs control). (J), (K), (L), (M), (N), (O) and (P) Expression of different genes encoding endocrine receptors (J), steroidogenic enzymes (K), gonadal markers (L), steroid receptors (M), regulators of ovarian folliculogenesis (N), glucose transporters (O) and glucose metabolism (P). These gene expression values were derived from the respective transcriptome datasets. The symbol # was given to the differentially regulated genes based on the criteria of FDR-adjusted *P* < 0.05 and fold change |1.4| from the microarray data. The *n* value indicates the number of independent cell culture experiments analyzed using granulosa cells collected on different days.

Several genes involved in endocrine signaling, steroidogenesis and transcriptional regulation in granulosa cells were regulated by the AKT and ERK signaling pathways. 

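FSHR (probe 12703820), the FSH receptor gene, had a signal of 7.79 ± 0.16 (SD, n = 3) in DMSO and 8.05 ± 0.03 (SD, n = 3) in LY294002, a log2 fold change of 0.25 (SE 0.09, adjusted p = 0.125). INSR, the insulin receptor gene, had a log2 fold change of 0.15 (SE 0.07, adjusted p = 0.202). IGF1R, the IGF1 receptor gene, had one of 0.33 (SE 0.07, adjusted p = 0.0285), which is 1.26-fold and under the fold threshold. LHCGR, the LH receptor gene, had a dim signal of 3.52 ± 0.15 (SD, n = 3) in DMSO and a log2 fold change of -0.53 (SE 0.14, adjusted p = 0.0552). Of these 4 endocrine receptors, 0 rose and 0 fell with limma, and 1, LHCGR, fell when adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher and 1 was lower, and without moderation of the variances 0 passed. LHCGR passed with an intensity trend and robust estimation (adjusted p = 0.0325), without the dimmest probes (0.0339), among probes with 1 symbol only (0.0376) and without LY294002 replicate 2 (0.0421). As a list, the receptors had an adjusted p of 0.357 from camera and of 0.0346, higher on balance, from fry, which does not compare a list with other genes.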

Notably, expression of FSH, IGF1 and insulin receptors was unaffected by inhibition of the PI3K-AKT pathway. In contrast, our previous study found these receptors were upregulated upon inhibition of the ERK pathway (Fig. 2J). Aromatase gene (*CYP19A1*) expression was downregulated by AKT inhibition (Fig. 2K), while it was induced by the ERK pathway in the previous analysis. 

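CYP19A1 (probe 12688063), whose product aromatase converts androgens to estrogens, had a signal of 7.31 ± 0.03 (SD, n = 3) in DMSO and 5.34 ± 0.17 (SD, n = 3) in LY294002. It fell 3.91-fold, a log2 fold change of -1.97 (SE 0.09, adjusted p = 0.000243). HSD11B1, which activates glucocorticoids, also fell (log2 fold change -0.86, SE 0.11, adjusted p = 0.00463). CYP11A1, which cleaves the side chain of cholesterol in the first step of steroid synthesis, rose (0.59, SE 0.07, adjusted p = 0.00416). HSD17B1, which converts estrone to estradiol, had a log2 fold change of -0.29 (SE 0.07, adjusted p = 0.0495), under the fold threshold. Of 13 measured genes of steroid synthesis enzymes and their regulators, 2 rose (CYP11A1 and NR5A2), 2 fell and 9 did not pass both thresholds, with the same counts when adjusted over the list alone. At any fold change, 8 of the 13 had an adjusted p under 0.05. The list did not shift against other genes (adjusted p = 0.975 from camera and 0.983 with an estimated correlation). From the lower CYP19A1 and FOXL2 expression with LY294002 and their induction with PD98059, the paper proposes that AKT induces and ERK inhibits estradiol production. The paper also reports changes in these directions for estradiol in the medium, for both genes by qPCR and for aromatase protein.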

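FOXL2 (probe 12678679), a forkhead transcription factor that maintains granulosa cell identity, had a signal of 8.01 ± 0.05 (SD, n = 3) in DMSO and 7.26 ± 0.15 (SD, n = 3) in LY294002. It fell 1.69-fold, a log2 fold change of -0.75 (SE 0.09, adjusted p = 0.00394). SOX9, the transcription factor of Sertoli cell development, had a log2 fold change of 0.23 (SE 0.07, adjusted p = 0.0888) and did not pass the test.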

We observed differential regulation of the key gonadal transcription factor *FOXL2 *by the AKT and ERK pathways (Fig. 2L). 

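KITLG (probe 12864062), the kit ligand that granulosa cells present to the oocyte, rose with LY294002 by 2.65-fold, a log2 fold change of 1.40 (SE 0.08, adjusted p = 0.000423). NR5A2, a nuclear receptor needed for ovulation and steroid synthesis, rose from 9.26 ± 0.03 (SD, n = 3) to 10.30 ± 0.01 (SD, n = 3), a log2 fold change of 1.04 (SE 0.06, adjusted p = 0.000371). AMH, the anti-Müllerian hormone gene, and its receptor gene AMHR2 fell, with log2 fold changes of -0.61 (SE 0.07, adjusted p = 0.00269) and -0.72 (SE 0.08, adjusted p = 0.00319). The activin and inhibin subunit genes INHA, INHBA and INHBB and the follistatin gene FST had log2 fold changes between -0.05 and 0.01 (adjusted p from 0.697 to 0.962). Among the steroid receptors, the estrogen receptor gene ESR1 had a log2 fold change of -0.53 (SE 0.14, adjusted p = 0.0552) on the brighter of its probes and of -0.37 (adjusted p = 0.0309, under the fold threshold) on the other. ESR2 (-0.15, adjusted p = 0.312), PGRMC1 (0.04, adjusted p = 0.722) and PGRMC2 (0.27, adjusted p = 0.0924) did not pass the test. The progesterone receptor gene PGR had log2 fold changes of 0.17 (adjusted p = 0.256) and 0.27 (adjusted p = 0.0433, under the fold threshold) on its probes. Of 22 measured genes of granulosa cell identity and follicle growth, 2 rose, 3 fell (AMH, AMHR2 and FOXL2) and 17 did not pass, and 2 rose and 4 fell when adjusted over the list alone. The list had an adjusted p of 0.824 from camera and 0.947 with an estimated correlation, while fry gave an adjusted p of 0.0275, higher on balance.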

Expression of genes related to steroid receptors and genes involved in folliculogenesis is provided in Fig. 2M and N. Due to the partial hypoxic microenvironment in the ovarian follicles, granulosa cells depend greatly on glucose for energy metabolism. These transcriptome datasets showed that the expression of the glucose transporter 1 encoding *SLC2A1* was not regulated by these two pathways. In contrast, insulin-dependent *SLC2A4* expression was downregulated by inhibiting both AKT and ERK pathways (Fig. 2O). Furthermore, the rate-limiting glycolytic enzyme-encoding gene *HK2* (hexokinase 2), along with citric acid cycle genes *IDH2* (isocitrate dehydrogenase 2) and *SUCLG2* (succinyl-CoA ligase subunit beta), were downregulated by AKT inhibition (Fig. 2P). 

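SLC2A1 (probe 12836031) had a signal of 9.25 ± 0.13 (SD, n = 3) in DMSO and 9.26 ± 0.03 (SD, n = 3) in LY294002. The log2 fold change was 0.01 (SE 0.08, adjusted p = 0.957), and the values of the groups overlapped. SLC2A10, another glucose transporter gene shown in Fig. 2O, had a log2 fold change of -0.36 (SE 0.09, adjusted p = 0.0523).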

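SLC2A4 (probe 12761101) had a dim signal of 4.37 ± 0.13 (SD, n = 3) in DMSO and 3.66 ± 0.27 (SD, n = 3) in LY294002, a log2 fold change of -0.70 (SE 0.15, adjusted p = 0.0266). SLC2A3, a high-affinity glucose transporter gene, fell as well (-0.83, SE 0.15, adjusted p = 0.0171), as did the urate and glucose transporter gene SLC2A9 (-0.49, SE 0.07, adjusted p = 0.00777). Of the 12 glucose transporter genes of the fixed list, 0 rose, 3 fell and 9 did not pass, also when adjusted over the list alone. The list shifted lower with an adjusted p of 0.0356 from camera (adjusted p = 0.21 with an estimated correlation), and its call was lost without DMSO replicate 2 (0.0564), DMSO replicate 3 (0.0739) or LY294002 replicate 2 (0.0536), without the dimmest probes (0.063) and with an intensity trend (0.0545). Without moderation of the variances, the calls of SLC2A4 (adjusted p = 0.0928) and SLC2A3 (0.0704) were lost. That of SLC2A4 was also lost without DMSO replicate 1, 2 or 3 or LY294002 replicate 2 (adjusted p from 0.0653 to 0.0831) and that of SLC2A3 without DMSO replicate 2 or 3 or LY294002 replicate 2 or 3 (0.0513 to 0.0611), while SLC2A9 dropped under 1.4-fold without DMSO replicate 1 (-0.44), without LY294002 replicate 2 (-0.46) or with array weights (-0.48).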

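HK2 (probe 12708674) had a signal of 8.45 ± 0.13 (SD, n = 3) in DMSO and 7.67 ± 0.10 (SD, n = 3) in LY294002, a log2 fold change of -0.78 (SE 0.09, adjusted p = 0.00341). SLC16A3, the lactate exporter gene, fell further (-1.58, SE 0.19, adjusted p = 0.00366). The glycolytic enzyme genes GPI (-0.43, adjusted p = 0.00672), ENO1 (-0.40, adjusted p = 0.023) and ALDOA (-0.36, adjusted p = 0.0131) stayed under 1.4-fold. Of 18 measured genes of glycolysis, 2 fell (HK2 and SLC16A3), 0 rose and 16 did not pass, also when adjusted over the list alone. At an unadjusted p under 0.05, 12 were lower and 0 higher. The list shifted lower (adjusted p = 1.35e-06 from camera and 0.188 with an estimated correlation). In the citric acid cycle, IDH2 fell with a log2 fold change of -0.54 (SE 0.08, adjusted p = 0.0098) and SUCLG2 with one of -0.49 (SE 0.06, adjusted p = 0.00364). SUCLG2 dropped under 1.4-fold without DMSO replicate 1 (-0.48). PC, the pyruvate carboxylase gene (-0.65, adjusted p = 0.00267), and PDHB, a subunit of pyruvate dehydrogenase (-0.57, adjusted p = 0.00199), fell as well. These were the 4 of 22 measured genes of the list that fell, 0 rose and 18 did not pass, with the same counts when adjusted over the list alone (adjusted p = 1.83e-05 from camera and 0.0683 with an estimated correlation). Of 45 measured genes of the respiratory chain and ATP synthase, 0 passed both thresholds with limma, with or without moderation of the variances or when adjusted over the list alone, while 15 were lower and 2 higher at an unadjusted p under 0.05. ATP5MC1 (-0.41, adjusted p = 0.00873) and NDUFS1 (-0.34, adjusted p = 0.0201) were among them. That list had an adjusted p of 0.00091 from camera and of 0.21 with an estimated correlation.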

*IDH2* was also found to be downregulated upon inhibition of the ERK pathway (Baddela *et al.* 2023).

### Bioinformatic interpretations

The IPA showed that numerous cellular functions were impacted by the differentially regulated genes of the AKT and ERK signaling pathways (Fig. 3A and B; Supplementary Excel sheets 4 and 5). 

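Several genes of the cell cycle fell in LY294002-treated cells. AURKA, a mitotic kinase, had a log2 fold change of -0.81 (SE 0.07, adjusted p = 0.00135). TK1, which makes thymidine phosphate for DNA synthesis, fell by 0.62 on the log2 scale (SE 0.07, adjusted p = 0.00248), and CDK4 fell by 0.53 (SE 0.06, adjusted p = 0.00329). CCND1, the cyclin partner of CDK4, rose (0.66, SE 0.08, adjusted p = 0.00456). Of 39 measured genes of the cell cycle, 1 rose, 6 fell and 32 did not pass, also when adjusted over the list alone, with an adjusted p of 1.22e-06 from camera (adjusted p = 0.262 with an estimated correlation). Among regulators of apoptosis and survival, the death receptor gene FAS fell (-1.18, SE 0.12, adjusted p = 0.00207), as did CASP8, the caspase activated by FAS (-0.56, SE 0.10, adjusted p = 0.0153). Both act to promote apoptosis. BCL2L11, which encodes the pro-apoptotic BIM, rose (0.55, SE 0.13, adjusted p = 0.0373) and is named after its value was seen. This call was lost without moderation of the variances (adjusted p = 0.11), without DMSO replicate 2 (0.111) or 3 (0.111) and without LY294002 replicate 1 (0.0938) or 2 (0.0966). BAX (-0.44, adjusted p = 0.00976) and MCL1 (0.38, adjusted p = 0.0178) stayed under 1.4-fold, and BCL2L1 had a log2 fold change of -0.39 (adjusted p = 0.0555). In this list of 21 measured genes, 1 rose, 2 fell and 18 did not pass, also when adjusted over the list alone (adjusted p = 0.038 from camera, lower, and 0.249 with an estimated correlation). The call of the list was lost without DMSO replicate 1 (adjusted p = 0.0724) or LY294002 replicate 3 (0.107), with quantile normalization (0.0548), without the dimmest probes (0.0565) and on ranks (0.059). That of CASP8 was lost without moderation of the variances (0.0531) and without DMSO replicate 1 (0.0527), DMSO replicate 3 (0.0532) or LY294002 replicate 2 (under 1.4-fold). Of 23 measured chemokines and chemotactic receptors, CXCL12 (0.63, SE 0.07, adjusted p = 0.00236) and CCL4 (0.55, SE 0.10, adjusted p = 0.017) rose, CXCL16 fell and 20 did not pass, also when adjusted over the list alone. CCL4 was near the lowest signals (2.45 in DMSO), and its call was lost without moderation of the variances (adjusted p = 0.0565) and without DMSO replicate 1, 2 or 3 or LY294002 replicate 1 (adjusted p from 0.0531 to 0.0588) or 3 (under 1.4-fold). The chemokine list did not shift (adjusted p = 0.73 from camera and 0.843 with an estimated correlation).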

Vital cellular processes, such as molecule transport, growth, chemotaxis, cell viability and carbohydrate metabolism, were downregulated upon inhibiting either of these pathways. Interestingly, ovary-specific attributes, such as ‘steroid synthesis’, ‘estrous cycle’ and ‘growth of the ovarian follicle’ were found to be positively regulated upon inhibition of the ERK pathway, while ‘disorder of pregnancy’ was significantly enriched with a positive activation score upon inhibition of AKT signaling. Numerous upstream regulators were identified to be regulated by the AKT and ERK pathways (Fig. 3C and D; Supplementary Excel sheet 6 and Baddela *et al.* (2023)). 

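Among target genes of HIF1 outside glycolysis, DDIT4, a stress-induced inhibitor of mTORC1, fell with LY294002 (log2 fold change -1.13, SE 0.08, adjusted p = 0.000987), as did the carbonic anhydrase gene CA9 (-0.60, SE 0.06, adjusted p = 0.00222) and BHLHE40. The 1 gene of this list that rose was EPAS1, which encodes the HIF2 alpha subunit. Its rise is not read as that of a HIF1 target. Of 25 measured genes, 8 fell (5 without LY294002 replicate 3) and 16 did not pass, also when adjusted over the list alone, with an adjusted p of 0.00103 from camera (adjusted p = 0.421 with an estimated correlation). ESRRG itself was near the lowest signals, with 2.55 ± 0.13 (SD, n = 3) in DMSO and 2.57 ± 0.31 (SD, n = 3) in LY294002 (log2 fold change 0.02, SE 0.16, adjusted p = 0.955). In the list of genes regulated by ESRR receptors and PPARGC1A, 3 genes fell and 0 rose. The 3 were CD36, a fatty acid transporter gene (-1.05, SE 0.10, adjusted p = 0.00195), LPL, the lipoprotein lipase gene (-1.003, SE 0.18, adjusted p = 0.0173), and FABP3, a fatty acid binding protein gene (-0.90, SE 0.11, adjusted p = 0.00418). The other 18 of its 21 measured genes did not pass, also when adjusted over the list alone. The list did not shift against other genes (adjusted p = 0.115 from camera and 0.253 with an estimated correlation), while fry, which does not compare it with other genes, gave an adjusted p of 0.000742, lower on balance. The call of LPL was lost without moderation of the variances (adjusted p = 0.0747) and without DMSO replicate 2 or 3 or LY294002 replicate 2 or 3 (adjusted p from 0.0535 to 0.0637).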

Signaling by FSH, estrogen-related receptor (ESRRG) and hypoxia-inducible factor 1 (HIF1) were inhibited by the AKT inhibitor, whereas they were either increased or unaffected by the ERK inhibitor. Chorionic gonadotropin (CG), c-Fos (FOS), transforming growth factor beta (TGFβ), epidermal growth factor 1 (EGR1), LH and JUNB activities were inhibited by the ERK inhibitor and were either increased or unaffected by the AKT inhibitor. 

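Of 22 measured genes induced by LH or hCG at ovulation, 7 rose with LY294002, 2 fell and 13 did not pass, also when adjusted over the list alone. Among those that rose were PTX3, the matrix protease gene ADAMTS1 (log2 fold change 0.82, SE 0.07, adjusted p = 0.00115) and the transcription factor gene RUNX2 (0.63, SE 0.06, adjusted p = 0.00212). Those that fell were STC1, a calcium-regulating hormone gene (-2.14, SE 0.08, adjusted p = 0.000165), and PLAU, named after its value was seen. The list shifted higher with an adjusted p of 0.00091 from camera (adjusted p = 0.253 with an estimated correlation). Among 21 measured genes that respond to TGFβ, 7 rose, 2 fell and 12 did not pass, also when adjusted over the list alone. ID2 (0.88, SE 0.07, adjusted p = 0.00101), the connective tissue growth factor gene CCN2 (0.87, SE 0.07, adjusted p = 0.00106) and TGFB1, which encodes the ligand itself (0.73, SE 0.06, adjusted p = 0.00117), rose. POSTN, the gene of the matrix protein periostin, fell (-0.75, SE 0.07, adjusted p = 0.00151), as did ID3, named after its value was seen. This list shifted higher as well (adjusted p = 0.0112 from camera, 0.241 with an estimated correlation and 0.0614 on ranks). FOS had a log2 fold change of 0.47 (SE 0.13, adjusted p = 0.0686) and did not pass the test.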

Regulators of energy metabolism, such as uncoupling protein 1 (UCP1) and activating transcription factor 4 (ATF4), were negatively regulated by both inhibitors.

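ATF4 (probe 12858656) had a signal of 10.19 ± 0.09 (SD, n = 3) in DMSO and 9.73 ± 0.05 (SD, n = 3) in LY294002, a log2 fold change of -0.47 (SE 0.07, adjusted p = 0.00885) that was under 1.4-fold with all arrays and above it without DMSO replicate 3 (-0.51, adjusted p = 0.018). Several of its target genes for amino acid uptake and synthesis fell. They include the glycine transporter gene SLC6A9 (-1.16, SE 0.08, adjusted p = 0.000863), PYCR1 of proline synthesis (-0.79, SE 0.08, adjusted p = 0.00187), the leucine transporter gene SLC7A5 (-0.77, SE 0.07, adjusted p = 0.00168) and SHMT2 of mitochondrial serine metabolism (-0.72, SE 0.06, adjusted p = 0.00131). Of 29 measured ATF4 target genes, 11 fell, 1 rose (ATF3, named after its value was seen, with a call lost without moderation of the variances, adjusted p = 0.0592, and without each of 3 of the 6 arrays) and 17 did not pass, and 12 fell and 1 rose when adjusted over the list alone. The list had a median log2 fold change of -0.44 and shifted lower (adjusted p = 5.86e-08 from camera and 0.0683 with an estimated correlation). Some members, among them SLC6A9, PYCR1, SLC7A5 and SHMT2, also stand in the paper's sheet of ATF4 targets, which was chosen on these arrays. The count and the shift of this list are therefore not fully independent evidence. Of 17 measured aminoacyl-tRNA synthetase genes, VARS1 (-0.81, SE 0.09, adjusted p = 0.00277) and YARS1 (-0.64, SE 0.07, adjusted p = 0.00315) fell, 0 rose and 15 did not pass, also when adjusted over the list alone. FARSA (-0.45, adjusted p = 0.00438) and AARS1 (-0.42, adjusted p = 0.00903) stayed under 1.4-fold. At an unadjusted p under 0.05, 12 synthetase genes were lower and 0 higher, and the list had an adjusted p of 5.86e-06 from camera (adjusted p = 0.0767 with an estimated correlation). UCP1 was near the lowest signals, with 2.34 ± 0.07 (SD, n = 3) in DMSO and 2.35 ± 0.04 (SD, n = 3) in LY294002 (log2 fold change 0.01, SE 0.06, adjusted p = 0.943). The paper's statement on UCP1 comes from the upstream regulators of Ingenuity Pathway Analysis, not from the mRNA of UCP1. No list of UCP1-dependent genes was tested here.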

**Figure 3:**
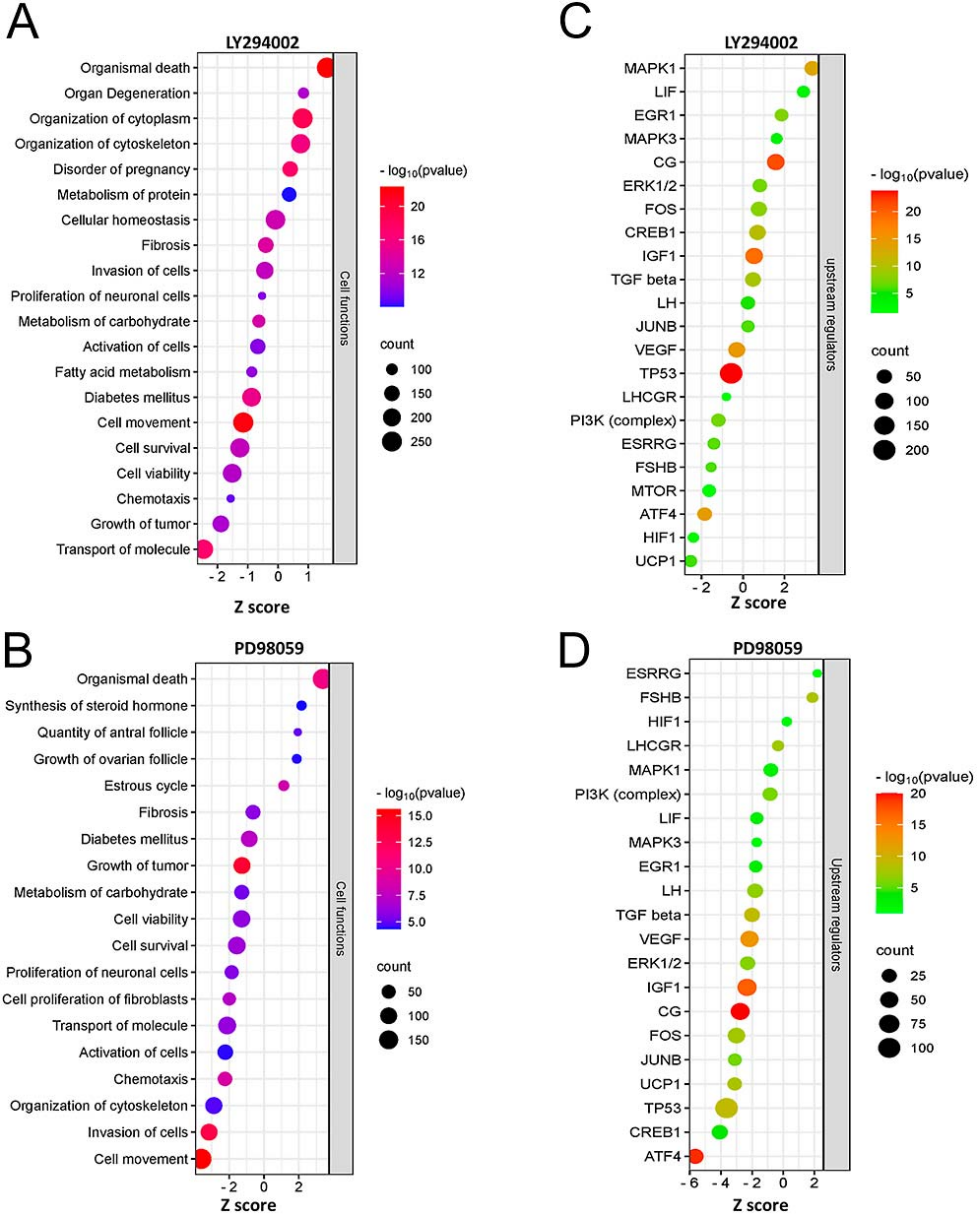
Cellular functions and upstream molecules regulated by AKT and ERK pathways in granulosa cells. (A) and (B) Significantly enriched cellular functions in LY294002- and PD98059-treated cells. (C) and (D) Significantly enriched upstream molecules in LY294002- and PD98059-treated cells. The *X*-axis indicates the activation score (*Z* score). The size of the circle indicates the gene count in the dataset corresponding to the particular cellular function or upstream molecule. The color of the circle indicates the −log10 *P* values.

### Regulation of steroidogenesis

Transcriptome data indicated that inhibition of the AKT pathway downregulates the expression of *FOXL2* and *CYP19A1* genes involved in ovarian development and estradiol production, respectively. In contrast, inhibition of ERK induced the expression of these genes, suggesting that AKT induces and ERK inhibits estradiol production. To confirm these gene expression patterns coming from two different datasets, we measured estradiol levels in the culture media of granulosa cells. We also performed mRNA and protein analysis of cells under different treatments. As anticipated, FSH and IGF1 treatments induced estradiol and progesterone production compared to the control (Fig. 4A and B). The ERK inhibitor PD98059 significantly induced estradiol production, and the AKT inhibitor LY294002 decreased estradiol production (Fig. 4C). Combined treatment of inhibitors did not significantly impact estradiol levels compared to control but led to significant induction in comparison with LY294002 treatment. Both individual and combined treatments, however, reduced progesterone production (Fig. 4D). These results were further validated by qPCR analysis, which confirmed that PD98059 upregulated the expression of *FOXL2*, *CYP19A1* and *FSHR* genes, while LY294002 downregulated *FOXL2* and *CYP19A1* (Fig. 4E, F, G). Similar to estradiol levels, *CYP19A1* and *FSHR* expressions showed a slight but significant increase with PD+LY treatment compared to LY294002 alone. Both inhibitors also downregulated *STAR* expression, while *HSD3B* was downregulated by LY294002 and the PD+LY treatment (Fig. 4H and I). Furthermore, protein expression analysis also revealed that the aromatase levels encoded by the CYP19A1 gene were increased by the PD98059 treatment and downregulated in the LY294002 treatment (Fig. 4J). On the other hand, STAR protein levels are decreased by both inhibitors (Fig. 4J). Overall, these data indicate that AKT is involved in the induction of estradiol and progesterone production in granulosa cells, whereas ERK is involved in the inhibition of estradiol and induction of progesterone production (Fig. 4K).

**Figure 4:**
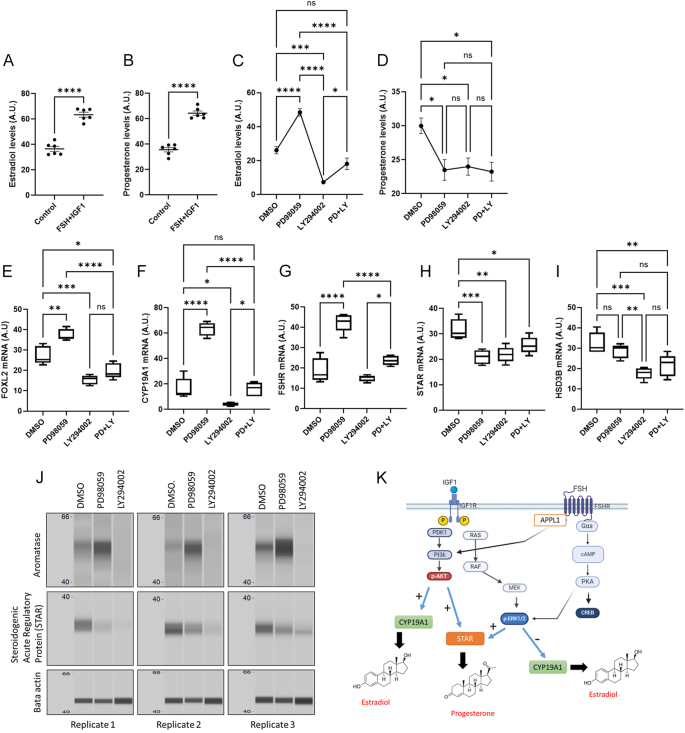
Regulation of steroidogenesis by AKT and ERK pathways. (A) and (B) Estradiol and progesterone levels in the culture media of cells treated with FSH and IGF1 compared to the untreated control (*n* = 6). (C) and (D) Estradiol and progesterone levels in the conditioned media of cells cultured with independent or combined treatment of inhibitors compared to DMSO control (*n* = 5). Data in (A) and (B) are presented as mean ± SEM and analyzed by unpaired *t*-test. Data in (C) and (D) are presented as mean ± SEM and analyzed by one-way ANOVA followed by Tukey’s post hoc test. (E), (F), (G), (H) and (I) Quantification of mRNA levels in qPCR for *FOXL2*, *FSHR*, *CYP19A1*, *STAR* and *HSD3B* genes (*n* = 5). Data in (E), (F), (G), (H) and (I) are presented as box plots and analyzed using one-way ANOVA followed by Tukey’s post hoc test. (J) Protein expression of aromatase, STAR and ACTB genes in FSH- and IGF1-treated cells incubated with DMSO, PD98059 and LY294002 in three different replicates. (K) Graphical representation of the regulation of estradiol and progesterone production by ERK and AKT pathways in granulosa cells under the stimulation of FSH and IGF1. This graphic was generated using bioRender.com. Probability values <0.05 were considered statistically significant and are designated with up to four asterisk symbols to inform the strength of significant difference (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). ns, not significant. The *n* value indicates the number of independent cell culture experiments analyzed using granulosa cells collected on different days.

### Glucose absorption and energy metabolism are disturbed by the AKT and ERK pathway inhibitors in varying degrees

Granulosa cells have been shown to be dependent on glycolysis for energy production, plausibly due to the partial hypoxic microenvironment of the follicle (Thompson *et al.* 2015, Baddela *et al.* 2020, Pan *et al.* 2022). Transcriptome data indicated that the inhibition of the AKT and ERK signaling pathways downregulated the expression of GLUT4 encoding *SLC2A4* gene. IPA identified that upstream regulators involved in glucose metabolism, including HIF1, ATF4 and UCP1 were being regulated by the AKT and ERK pathways. To ascertain this, we assayed glucose and lactate levels in the conditioned media. Results showed that the inhibition of the AKT and ERK pathways resulted in higher glucose levels in the culture media compared to control, with PI3K-AKT inhibition causing the strongest effect on glucose uptake (Fig. 5A). Lactate measurements showed exactly opposite measurements as the inhibition of the AKT and ERK pathways caused a significant decrease in lactate production, with AKT inhibition causing the lowest amount of lactate production (Fig. 5B). To analyze the metabolism down the lane to glycolysis, we have analyzed the MMP using either MitoTracker or JC-1 staining; FSH and IGF1 treatment significantly induced the MMP compared to the control as shown in the fluorescent microscopy images (Fig. 5C and D). Flow analysis revealed that treatment with PD98059 and LY294002 decreased MMP in the granulosa cells, with LY294002 causing the most substantial decrease in MMP (Fig. 5E and F), indicating that inhibition of these signaling pathways led to metabolic restriction in granulosa cells.

**Figure 5:**
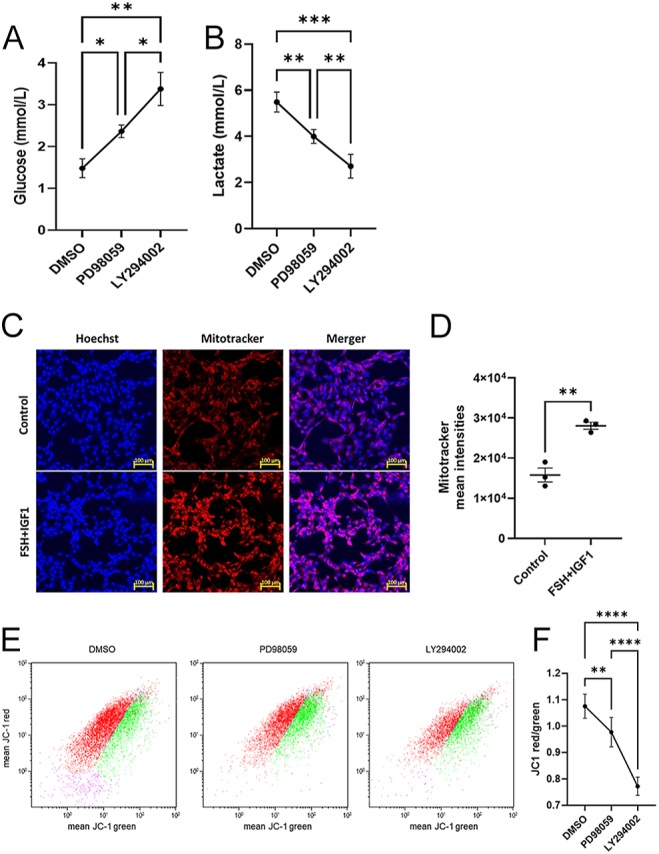
Regulation of glucose metabolism by AKT and ERK pathways. (A) and (B) Quantification of glucose and lactate levels in the spent culture media of granulosa cells (*n* = 4) treated with PD98059 and LY294002 compared to vehicle control (DMSO). Data are presented as mean ± SEM and analyzed by mixed model analysis followed by Tukey’s post hoc test. (C) Fluorescence microscopy images of granulosa cells stained with Hoechst and MitoTracker for analyzing the mitochondrial membrane potential (MMP). (D) MitoTracker quantification data presented as mean ± SEM of three independent cell cultures and analyzed by unpaired *t*-test. (E) Representative flow histograms of JC1 staining in vehicle control, PD98059- and LY294002-treated cells. The green dots indicate the JC1 monomers, and the red dots indicate the JC1 aggregates. (F) MMP (*n* = 6) quantification analyzed by RM one-way ANOVA followed by Tukey’s post hoc test. Probability values <0.05 were considered statistically significant and are designated with up to four asterisk symbols to inform the strength of significant difference (* *P* < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). The *n* value indicates the number of independent cell culture experiments performed using granulosa cells collected on different days.

## Discussion

The dysregulation of the AKT and ERK pathways in granulosa cells could lead to impaired follicular development and infertility (Fan *et al.* 2009, Brown *et al.* 2010). The data presented in this article offer comprehensive genome-wide gene expression changes induced by the AKT and ERK signaling pathways, highlighting their distinct and overlapping aspects in regulating gene expression, steroidogenesis and metabolism in bovine granulosa cells. To our knowledge, this is the first report to discuss the comparative transcriptome changes induced by the PI3K-AKT and MEK-ERK pathways in any cell type. These data suggest that the activity of these pathways differs in regulating specific genes and corresponding cellular processes. The inhibition of PI3K-AKT signaling resulted in the differential expression of 1436 genes. This broad impact on the cellular transcriptome emphasizes a wide range of cellular processes and upstream molecules regulated by AKT signaling compared to ERK signaling, which affected 654 genes in granulosa cells. IPA revealed that genes regulated by both AKT and ERK pathways involved in fundamental cellular processes, such as chemotaxis, viability and proliferation, which are integral to increasing granulosa cell number and granulosa cell response to extracellular molecules during follicular development (Mebratu & Tesfaigzi 2009, Yu & Cui 2016).

Steroid production is a crucial aspect of granulosa cell function. During follicle development, pituitary FSH and hepatic IGF1 act on granulosa cells to induce estradiol production. The present analysis reveals that FSH-responsive genes were decreased in AKT inhibitor-treated cells. These genes were oppositely regulated in ERK inhibitor-treated cells. 

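Of 14 measured genes that FSH induces in granulosa cells, CYP19A1 fell with LY294002, while PAPPA, a protease that releases IGF from its binding proteins (log2 fold change 0.85, SE 0.09, adjusted p = 0.00282), CYP11A1 and NR5A2 rose. The other 10 did not pass both thresholds, and 3 rose and 2 fell when adjusted over the list alone. At any fold change, 6 of the 14 had an adjusted p under 0.05. At an unadjusted p under 0.05, 4 were higher and 5 lower. The list had a median log2 fold change of -0.05 and an adjusted p of 0.86 from camera (adjusted p = 0.965 with an estimated correlation).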

A clear distinction can be drawn between AKT and ERK pathways in terms of steroidogenesis as inhibition of PI3K-AKT signaling downregulated estradiol, whereas the inhibition of MEK-ERK signaling upregulated estradiol production via regulating *FOXL2* and* CYP19A1*. This observation is in line with earlier ERK1/2−/− mice model data, where the ovarian follicles were arrested in the preovulatory follicle stage with elevated estradiol but lower progesterone levels in the follicular fluid (Fan *et al.* 2009). However, other studies observed either no significant change or decreased aromatase gene expression in the cultured granulosa cells upon inhibiting ERK signaling (Mani *et al.* 2010, Huang *et al.* 2016). On the other hand, progesterone levels were decreased by both PD98059 and LY294002, suggesting that both these signaling pathways are critical for progesterone production. 

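STAR, which moves cholesterol into mitochondria, shares its probe (12824769) with LOC782961 and LOC782522, so the signal cannot be assigned to STAR alone. This probe had a signal of 9.04 ± 0.07 (SD, n = 3) in DMSO and 8.72 ± 0.07 (SD, n = 3) in LY294002, a log2 fold change of -0.32 (SE 0.07, adjusted p = 0.034) that was under 1.4-fold. HSD3B1 (probe 12842687), which converts pregnenolone to progesterone, had a signal of 12.18 ± 0.02 (SD, n = 3) in DMSO and 11.99 ± 0.02 (SD, n = 3) in LY294002, a log2 fold change of -0.19 (SE 0.06, adjusted p = 0.0757).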

The transcriptome signals do not show significant regulation of *STAR* and *HSD3B* transcripts by the inhibitors. However, the qPCR validation revealed that LY294002 downregulates both genes, while PD98059 downregulates only *STAR*. Discrepancies in gene expression between microarray and qPCR data could be attributed to the binding specificity of the gene probes, as background signals and cross-hybridization of probes can reduce the sensitivity for some genes, which can cause pitfalls during signal quantification (Rachinger *et al.* 2021).

The transcriptome data revealed that the expression of *EGR1* and *JUNB* was increased by LY294002 and decreased by PD98059. Expression of these two genes was found to be increased in mouse granulosa cells treated with hCG for 1 h (Carletti & Christenson 2009). However, the expression of *EGR1* was also increased by FSH in rat granulosa cells via ERK signaling (Russell *et al.* 2003). 

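EGR1 (probe 12877406) had a signal of 8.38 ± 0.11 (SD, n = 3) in DMSO and 9.39 ± 0.02 (SD, n = 3) in LY294002, a log2 fold change of 1.02 (SE 0.07, adjusted p = 0.000984). JUNB rose by 1.52-fold (log2 fold change 0.60, SE 0.11, adjusted p = 0.0171). Other immediate early genes, which respond to growth factor signals without new protein synthesis, rose as well, among them FOSL2 (0.99, SE 0.07, adjusted p = 0.00096), KLF6 (0.81, SE 0.06, adjusted p = 0.000987) and IER3 (0.78, SE 0.08, adjusted p = 0.00219). Of 21 measured immediate early genes, 9 rose (5 without moderation of the variances and 6 to 9 with 1 array left out), 0 fell and 12 did not pass, also when adjusted over the list alone, with an adjusted p of 3.94e-06 from camera (adjusted p = 0.0767 with an estimated correlation). At an unadjusted p under 0.05, 14 were higher and 1 lower. Genes that ERK signaling induces and that feed back on it were another list with genes that rose. They include the ERK phosphatase gene DUSP6 and the receptor signaling inhibitors SPRY4 (1.16, SE 0.11, adjusted p = 0.00183) and SPRY2 (0.90, SE 0.08, adjusted p = 0.00132), as well as PHLDA1 (0.85, SE 0.07, adjusted p = 0.00135). Of 16 measured genes of this list, 8 rose, 0 fell and 8 did not pass, also when adjusted over the list alone, and at an unadjusted p under 0.05, 10 were higher and 0 lower. It shifted higher with an adjusted p of 5.62e-06 from camera (adjusted p = 0.0767 with an estimated correlation). The call of JUNB was lost without moderation of the variances (adjusted p = 0.0608), without DMSO replicate 2 (adjusted p = 0.0609) and without LY294002 replicate 1, 2 or 3 (0.0572, 0.0627 and 0.053).

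**Figure D2:**
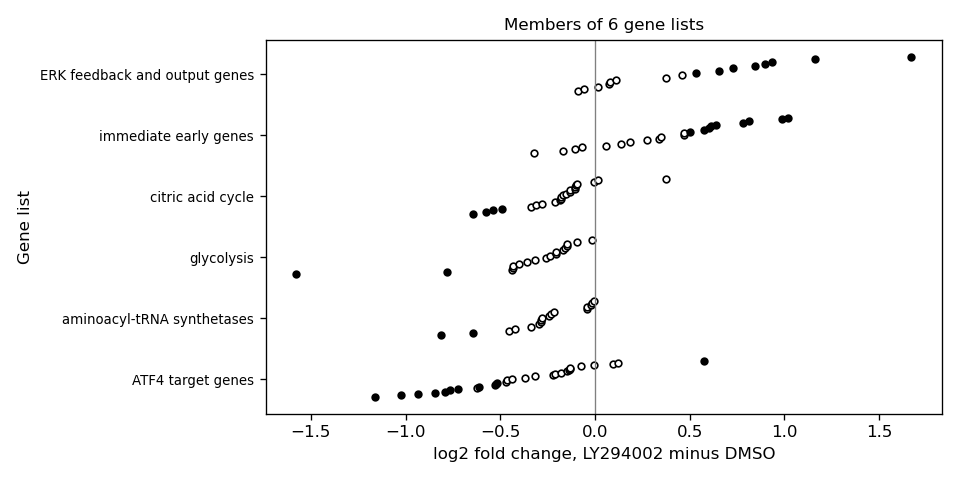
Log2 fold change of each measured gene of 6 fixed gene lists, LY294002 minus DMSO, with 1 point per gene (3 arrays per group). Filled points passed both thresholds and open points did not. In the lists of ERK feedback and immediate early genes the filled points lie above 0, where 8 and 9 genes rose, and in the list of ATF4 target genes 11 of the 12 filled points lie below 0.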

Interestingly, EGR1-null mice were infertile due to impairment in ovulation and corpus luteum formation, similar to ERK1/2-null mice (Richards *et al.* 2002). Besides its role in ovulation, EGR1 also plays a role in the induction of ovarian fibrosis, which is observed in several conditions of subfertility. EGR1 induces the production of connective tissue growth factor CCN2, which accumulates in the ovarian stromal compartments and induces fibrosis (Han *et al.* 2020). Similarly, EGR1 was found to promote ovarian hyperstimulation syndrome through increasing SOX9 expression (Wang *et al.* 2023). Yuan *et al.* (2016) showed that EGR1 expression was significantly increased in aged mouse ovaries compared to the ovaries of young mice and increased follicular atresia in aged mice (Yuan *et al.* 2016). The increased expression of *EGR1* by LY294002 suggests that AKT signaling could also play a role in preventing ovarian fibrosis, ovarian hyperstimulation syndrome and follicular atresia via controlling the expression of *EGR1*.

The avascular nature of the granulosa and oocyte compartments in the ovarian follicles necessitates the activation of the HIF1 pathway for generating energy via glycolysis and efficient mitochondrial respiration. The present transcriptome suggested that HIF1 activity is inhibited upon blocking AKT signaling but not by ERK signaling. It was found that low levels of HIF1 expression in granulosa cell layers inhibit oocyte competence for fertilization in polycystic ovarian syndrome patients (Wang & Wu 2020). HIF1 activity was earlier found to be increased by FSH via activating the AKT signaling pathway. HIF1 induces the vascularization of the ovarian follicle during the dominant follicle development by upregulating the VEGF expression (Alam *et al.* 2004). A recent report by Liu and coworkers showed that HIF1 signaling protects the ovarian follicle from AMPK-induced atresia (Liu *et al.* 2023). Therefore, decreased glucose uptake in AKT inhibitor-treated cells could be partly mediated by the downregulation of the HIF1 signaling pathway. Activating transcription factor 4 (ATF4) is a member of the cAMP response element-binding (CREB) protein family. Transcriptome data suggest that ATF4 activity was decreased by the inhibition of both AKT and ERK pathways. 

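Sheet 6 lists 42 target molecules behind the ATF4 score, of which 38 were measured on these arrays. With LY294002, 24 of them fell, 11 rose and 3 did not pass, and the median log2 fold change was -0.59. Beside genes of amino acid metabolism such as SLC6A9, PYCR1, SLC7A5 and SHMT2, the stress response gene DDIT4 and the cell cycle inhibitor gene CDKN1A (-0.77, SE 0.10, adjusted p = 0.00456) were among those that fell. MT2A and PTX3 were among those that rose. The study chose the molecules from genes called on these arrays, so their count is not independent evidence of lower ATF4 activity.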

ATF4 is involved in amino acid and glutathione metabolism, oxidative stress response and endoplasmic reticulum stress response (Lange *et al.* 2008). Interestingly, ATF4 was also proposed as a conserved regulator of cellular metabolism and carbohydrate homeostasis as ATF4-null mice are lean and resist diet-induced and age-induced obesity and diabetes (Seo *et al.* 2009). Under the present cell culture conditions, downregulation of ATF4 activity may denote reduced glucose availability due to its decreased uptake and metabolism in the inhibitor-treated cells.

Granulosa cells are known for their high glycolytic activity, producing pyruvate and lactate, which are essential for normal oocyte maturation (Biggers *et al.* 1967, Leese & Barton 1985, Kuchiiwa *et al.* 2011). Therefore, the inhibition of glucose uptake by PD98059 and LY294002 in the present study proportionately decreased lactate production and secretion into the media. Both AKT and ERK pathways are recognized for their roles in glucose metabolism (Yang *et al.* 2012, Li *et al.* 2024), and the current data suggest that AKT plays a more crucial role in energy metabolism than ERK in granulosa cells, as the most potent effects on glucose uptake and MMP were observed with LY294002 compared to PD98059 supplementation. ERK signaling appears to be involved in regulation rather than activation of steroidogenesis as cells treated with both PD98059 and LY294002 did not induce CYP19A1 gene expression compared to PD98059 alone.

Overall, the present transcriptome data offer a repository of genes regulated by the PI3K-AKT and MEK-ERK pathways in granulosa cells. Validation experiments confirm that the PI3K-AKT pathway functions as an activator, while the MEK-ERK pathway serves as a regulator of steroidogenesis. Both pathways are essential for energy metabolism, with AKT exerting a more pronounced effect than ERK. These data could inform future research about the novel genes regulated by the AKT and ERK pathways to determine their role in apoptosis, cell proliferation, metabolism, and other cellular processes in different cell systems.

## Supplementary materials

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the work.

## Funding

This work is funded by Deutsche Forschungsgemeinschafthttps://doi.org/10.13039/501100001659, Bonn, Germany (DFG; grant No. BA 6909/1-1) to VSB.

## Author contribution statement

VSB conceived the research idea and designed the experiments. Experiments and analyses were performed by VSB, MM and XT. DK executed the microarray experiment at the University of Rostock, and JB helped in the IPA. VSB wrote the manuscript and analyzed the data. JV discussed the experiments, data and edited the manuscript.

## Data availability

The transcriptome data corresponding to PI3K-AKT signaling are deposited in Gene Expression Omnibus (GEO) following MIAME guidelines and can be accessed with the submission identification number GSE274651. The ERK signaling-regulated transcriptome data can be accessed with the identification number GSE225283. Website: https://www.ncbi.nlm.nih.gov/gds.

How the deposited data were processed for this re-analysis (not part of the article)

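Gene expression was measured in cultured bovine granulosa cells treated with LY294002 or with DMSO as vehicle control, with 3 arrays per treatment and 1 sample on each array. The authors hybridized the RNA to Bovine Gene 1.0 ST arrays, scanned them and processed them with the Transcriptome Analysis Console named in the methods. The deposited values are log2 signals from RMA, which includes background correction, normalization between arrays and a summary for each transcript cluster (probe). The version of RMA is not stated in the labels or the methods, and the background correction could not be varied because only the summarized values were used. The values are rounded to 2 decimals, none of the 24415 probes has a missing value, and no filter was applied to them.

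Probes were named from the platform table, and 4 probes without a symbol there from Supplementary sheets 1 to 3. A probe with several symbols was not assigned to a gene. The gene IDs of 17996 probes with 1 symbol matched the RefSeq table of assembly ARS-UCD2.0, which was used for names only because the genome build of the array is not named. Of 18014 genes, 401 have several probes. For these the probe given in the supplementary sheets was used, and otherwise the brightest. A total of 260 probes have the same 6 values as another probe.

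LY294002 was compared with DMSO by lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a covariate, and p-values were adjusted over all probes by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 and a fold change of at least 1.4 were called. The replicate numbers were not taken as pairs, since neither the labels nor the methods tie samples of the same number together. Principal components were computed from all probes, centred and not scaled. The distance between the groups was tested over all 10 splits of the arrays into 3 and 3.

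Gene lists were tested with camera on 1 probe per gene, for 36 lists with at least 3 measured members, adjusted over the lists. They cover 19 processes and regulators that the paper names, 10 other processes and 7 sets of markers of other cell types. Some members stand in the paper's supplementary sheets and were seen there. Genes named in the text are those the paper names in its text or in Fig. 2H and 2J to 2P, the 10 largest rises and falls among called probes with 1 symbol whose groups do not overlap, and up to 4 members of each list with the lowest adjusted p. A few others are named where a count is small, and each is marked as chosen after its value was seen. The lists, this rule, the tests and the alternatives were set before the data were examined, apart from 2 alternatives given as added later. The paper's figures and supplementary sheets had been read by then.

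The test was tested on simulated arrays of this design with 24415 probes. It recovered 58.2% of 67 probes changed 1.5-fold, 94.0% of 67 changed 2-fold and all of 66 changed 4-fold, and called 9 unchanged probes. Of 20 simulated lists without a change, 0 were called. This count does not show how often camera calls unchanged lists on the real arrays, where the correlation between genes can differ from the simulation. On the real arrays, splits other than the real one called up to 9 lists. Those splits mix the treatments, so their counts do not give a rate of false calls either. The number of arrays limits the precision, and an array gives no count of molecules.

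Alternatives were a plain analysis without moderation of the variances, an intensity trend with robust estimation, the replicate number as a block, arrays centred on their medians, quantile normalization, leaving out the dimmest 25% of probes or the probes without a single symbol, array weights, other thresholds, and leaving out each array in turn. Lists were also tested with an estimated correlation, on ranks, with the mean of all probes of a gene, and with fry, and principal components with scaled probes and with the 1000 most variable probes. The PD98059 arrays of the earlier study, the Western blots, the hormone assays and the PCR data are not analysed here.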

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

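The shift with LY294002 passed the threshold of camera for 8 lists of genes outside the paper's discussion. Explanations were tested for 2 of them, ribosome biogenesis and interferon response, with tests set before their results were seen, and for the other 6 none was tested. None of these shifts passed with an estimated correlation. The whole comparison called 1454 probes, and the highest number in any other split of the 6 arrays into 3 and 3 was 2, with 1 of the 10 splits, the real one, reaching 1454. For gene lists the real split called 21 and the highest other split 9, with 1 of the 10 splits reaching 21. With 10 splits the share cannot be under 0.1. Every other split mixes the treatments in both groups, so the treatment adds to the spread within groups. The counts of these splits therefore do not estimate how many calls chance gives in the real split.

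Of 33 measured ribosome biogenesis genes, 9 fell with LY294002 (5 with quantile normalization), 0 rose and 24 did not pass both thresholds, also when adjusted over the list alone, and 26 were lower at an unadjusted p under 0.05. At any fold change, 24 of the 33, including the 9 that fell, had an adjusted p under 0.05. The median log2 fold change was -0.35 (adjusted p = 1.43e-12 from camera and 0.0683 with an estimated correlation). WDR12 (-0.69, SE 0.08, adjusted p = 0.00319) and the nucleolar GTPase gene GNL3 (-0.68, SE 0.08, adjusted p = 0.00379) fell. A trend of the fold change with the brightness of the probe was tested as a technical explanation. Of 10000 random lists matched for signal, the lowest median was -0.22, so the share as low was 1e-04, the smallest that this number of lists can give, which argues against such a trend. The treatment with LY294002 remains as a biological explanation and a hypothesis, and a difference in culture or array day between the groups was not tested, since no days are given.

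Interferon response genes were the other pattern. Of 18 measured genes, 6 fell, 0 rose and 12 did not pass (7 fell when adjusted over the list alone), with a median log2 fold change of -0.40 (adjusted p = 0.00547 from camera, 0.499 with an estimated correlation and 0.113 from fry), and 0 passed without moderation of the variances. OAS1Y (-1.45, SE 0.26, adjusted p = 0.0161), USP18 (-0.84, SE 0.16, adjusted p = 0.0201) and ISG12(B) (-0.96, SE 0.20, adjusted p = 0.0268) fell, and each of these calls was lost without LY294002 replicate 2 (adjusted p = 0.0522, 0.0601 and 0.0785) and replicate 3 (0.059, 0.065 and 0.0753), and those of OAS1Y and ISG12(B) also without replicate 1 (0.0538 and 0.0823), and that of ISG12(B) without DMSO replicate 3 (0.078). The mean signal of the members that fell was 6.94, 6.29 and 6.21 in the DMSO samples and 5.38, 5.61 and 5.43 in the LY294002 samples. These members were chosen by their fall on the same arrays, so that gap is no separate result. Over all 18 measured members the mean signal was 5.67, 5.14 and 5.17 in the DMSO samples and 4.76, 4.94 and 4.88 in the LY294002 samples. A single array with high interferon genes was tested as a technical explanation, and without DMSO replicate 1 the median was -0.20 (SD over the 6 omissions 0.13). The number of genes that fell was 5 without DMSO replicate 1 (where 1 rose), 3 and 4 without DMSO replicates 2 and 3, and 1, 1 and 0 without LY294002 replicates 1, 2 and 3. Camera at the preset correlation called the list whichever array was left out (adjusted p from 0.000668 to 0.0265, and 0.00628 without DMSO replicate 1). DMSO replicate 1 and an effect of LY294002 cannot be told apart as the source of the size of the fall. The median without this array lies between the bounds set for both.

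Of 23 measured genes of the unfolded protein response, 4 fell, 1 rose (CREB3L2, 0.59, adjusted p = 0.00297) and 18 did not pass, also when adjusted over the list alone, with a median of -0.23 (adjusted p = 6.49e-07 from camera and 0.0683 with an estimated correlation). FKBP14 (-0.89, adjusted p = 0.00209), SEC24D (-0.65, adjusted p = 0.00236), FKBP11 (-0.55, adjusted p = 0.00642) and SDF2L1, named after its value was seen, fell. The call of SDF2L1 was lost without moderation of the variances (adjusted p = 0.0749) and without each of 4 of the 6 arrays.

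Of 17 measured p53 target genes, 5 fell, 0 rose and 12 did not pass, also when adjusted over the list alone, with a median of -0.33 (adjusted p = 0.000849 from camera and 0.0767 with an estimated correlation). They were FAS, PLK2 and CDKN1A, with SESN2 and PERP named after their values were seen. Without LY294002 replicate 2 or 3, 3 genes fell, as the calls of SESN2 and PERP were lost, and that of PERP was also lost without moderation of the variances (adjusted p = 0.124) and without DMSO replicate 2 or 3 or LY294002 replicate 1.

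Among 29 measured FOXO target genes, 6 rose, 2 fell (SESN3 and FBXO32, named after their values were seen) and 21 did not pass, also when adjusted over the list alone, with a median of 0.09 (adjusted p = 0.023 from camera, 0.249 with an estimated correlation, 0.0723 on ranks and 0.0671 without DMSO replicate 1). BCL6 (0.89, adjusted p = 0.000784), TRIB1 (0.86, adjusted p = 0.00103) and FOXO1 (0.72, adjusted p = 0.00142) rose. The call of FBXO32 was lost without moderation of the variances (adjusted p = 0.0569) and without each of 4 of the 6 arrays.

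In cholesterol synthesis, MVK, the mevalonate kinase gene, fell (-1.50, SE 0.06, adjusted p = 0.000176), and the other 16 of 17 measured genes did not pass, also when adjusted over the list alone, with a median of -0.19 (adjusted p = 0.00091 from camera and 0.132 with an estimated correlation).

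In fatty acid synthesis, the desaturase genes FADS1 (-0.62, adjusted p = 0.002) and FADS2 (-0.50, adjusted p = 0.00524) fell, with SREBF1 named after its value was seen, and 14 of 17 measured genes did not pass, also when adjusted over the list alone. The median was -0.28 (adjusted p = 0.000249 from camera and 0.262 with an estimated correlation), and FADS2 dropped under 1.4-fold without DMSO replicate 2 (-0.47) or LY294002 replicate 2 (-0.48). The call of SREBF1 was lost without moderation of the variances (adjusted p = 0.0626) and without each of 5 of the 6 arrays.

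Among lysosome and autophagy genes, CTSK (-0.89, adjusted p = 0.00101), NEU1 (-0.84, adjusted p = 0.000987) and TPP1 (-0.54, adjusted p = 0.0037) fell and 22 of 25 measured genes did not pass, also when adjusted over the list alone, with a median of -0.0567 (adjusted p = 0.0216 from camera, 0.435 with an estimated correlation and 0.0694 without DMSO replicate 2).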

How the results depend on the processing

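The number of called probes stayed between 1011 and 1585 with the plain analysis (1084), the trend with robust estimation (1585), other scalings, fewer probes, array weights or an adjusted p under 0.01 (1011), and between 1235 and 1372 with 1 array left out. With the replicate block it was 1252, and 21 lists were called. No sample correlated best with its own number (residuals of same-numbered samples across probes, Pearson's r of -0.044, -0.021 and -0.027), so the numbers were not taken as pairs. It moved to 210 with a test against a fold change of 1.4, to 268 with a fold change of at least 2 and to 3249 with no fold threshold, by the construction of these settings. Counting identical probes once, chosen after seeing the data, gave 1459. The first principal component held 38.5% with probes scaled to unit variance, 63.7% with the 1000 most variable probes and 61.5% without the dimmest probes. The cause was not tested. The ratio of distances was 1.67 without the dimmest probes. Of the 21 called lists, 0 passed with an estimated correlation, 18 on ranks, 19 without the dimmest probes and 20 of the 24 called by fry. With 1 array left out, 19 to 21 lists were called. Of 113 called genes among 181 named, 101 passed in the plain analysis, 105 with the replicate block and 98 to 106 with 1 array left out, and 0 turned direction in these settings. Of the supplementary probes, 171 to 211 of 215 were called in the settings fixed beforehand (192 where probes without a single symbol were left out). Low signal limits genes such as UCP1 and ESRRG, and signal over background was not given for any probe.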

Differences from the paper's values

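A value was taken to differ where its sign was not the paper's or where it lay further from the paper's than the larger SD of the 2 groups, on the log2 scale. Of 215 fold changes in sheets 1 to 3, 3 differed, and of 25 values read from Fig. 2, 3 did. The sign differed for 1 of these 6, SLC2A1. The rule makes no allowance for the error of reading a figure by eye, so the 3 figure values need not disagree with the paper. In Fig. 2N, read by eye, the paper's log2 fold change of INHBA is about -0.1, and the value here is -0.0467. Of the 14 alternatives set before the data were examined, 3 fall within the spread of the paper's value (arrays centred on their medians, without DMSO replicate 1 and without LY294002 replicate 2) and 6 do not, while the other 5 change the test or the set of probes and leave the fold changes as they are. For NR5A2 the paper's value is about 1.0 in Fig. 2N, read by eye, and the value here is 1.04. It falls within the spread with quantile normalization and without DMSO replicate 1, and not under the other 7 that can move it. For SLC2A1 the paper's value is about -0.09 in Fig. 2O, read by eye, and the value here is 0.01, a difference within the spread but of the other sign. It has the paper's sign with quantile normalization, with array weights, without DMSO replicate 1 and without LY294002 replicate 1, and not under the other 5 that can move it. For the principal components, the paper's shares of the variance are about 55%, about 13% and about 12% in Fig. 2G, read by eye, and the values here are 49.9%, 14.0% and 12.9%, which were not taken to differ, since none is more than 1.5 times the other.

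In the supplementary sheets, the paper's fold change of PAG11 is -13.88 and the value here -17.47. With array weights, without DMSO replicate 1 and without LY294002 replicate 1 the values fall within the spread, and under the other 6 that can move it they do not. The paper's fold change of FKBP14 is -1.7 and the value here -1.85. It falls within the spread with quantile normalization, with array weights, without DMSO replicate 1 and without LY294002 replicate 3, and not under the other 5 that can move it. For IDH2 the paper's fold change is -1.56 and the value here -1.45. It falls within the spread with arrays centred on their medians, with array weights, without DMSO replicate 3 and without LY294002 replicate 1, and not under the other 5 that can move it. Averaging each group by Tukey's biweight, an alternative chosen after seeing the values, brings INHBA, PAG11, FKBP14 and IDH2 within the spread of the paper's values and gives SLC2A1 the paper's sign. With it the median difference from the paper's values over the 215 probes of sheets 1 to 3 is 0.003 on the log2 scale, against 0.03 with means. With the biweight fold change and the adjusted p of limma on means, 213 of the 215 pass both thresholds in the listed direction. No test was run on the biweight averages.

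Of 8 genes marked as differentially regulated by LY294002 in Fig. 2, 7 were called. The other is ESR1 in Fig. 2M, with an adjusted p of 0.0552 on its brighter probe. It was called with the intensity trend and robust estimation (adjusted p = 0.0104), without the dimmest probes (0.0339) and among probes with 1 symbol only (0.0377), and its adjusted p ranged from 0.0104 to 0.149 over the alternatives.

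The paper states that signaling by FSH and FSH-responsive genes were lower with the AKT inhibitor. Of 14 measured genes of the fixed FSH list, 3 rose and 1 fell, CYP19A1 (adjusted p = 0.86 from camera). It states that signaling by ESRRG was inhibited, and the fixed list of ESRR and PPARGC1A genes had an adjusted p of 0.115 from camera, with 3 genes that fell and 0 that rose, and one of 0.000742, lower on balance, from fry. It states that chemotaxis was lower, and the fixed list of chemokines had an adjusted p of 0.73 from camera, with 2 genes that rose and 1 that fell. The paper's statements rest on other gene sets, those of Ingenuity Pathway Analysis. SLC2A4 is described as lower with both inhibitors, and it fell here with LY294002, while sheet 1 does not list it.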

Other observations

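Genes of zinc handling changed in both directions with LY294002. SLC30A1, which exports zinc from the cell, rose (log2 fold change 1.17, SE 0.11, adjusted p = 0.00169) beside MT2A and MT1A, and SLC39A10, a zinc importer gene, fell (-0.86, SE 0.07, adjusted p = 0.00126). Of 10 measured metallothionein and zinc response genes, 3 rose, 1 fell and 6 did not pass, also when adjusted over the list alone. The probe that sheet 2 names MT1E (12759042) has the symbol LOC613358 on the platform, so it was not counted in this list. It rose as well (0.97, SE 0.12, adjusted p = 0.00436). The median of the list was -0.03 and its mean 0.50, which differ in sign, and it had an adjusted p of 0.881 from camera (0.979 with an estimated correlation). Among 16 measured circadian clock genes, 3 rose, 3 fell and 10 did not pass, also when adjusted over the list alone (adjusted p = 0.357 from camera and 0.443 with an estimated correlation). HLF (0.69, adjusted p = 0.00242) and ARNTL (0.52, adjusted p = 0.00394) rose, with NFIL3 named after its value was seen. CIART and BHLHE40 fell, with BHLHE41 named after its value was seen, which dropped under 1.4-fold without DMSO replicate 3 (-0.48) or LY294002 replicate 3 (-0.44).

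Markers of other cells that a follicle aspirate can hold did not shift as lists. Some of them were dim, such as LYZ (mean signal 2.01 in DMSO), HHIP (3.02) and AHSP (3.13), while others, such as COL1A2 (10.1), were bright. A change of dim markers can be missed, so the lack of a shift does not show that the content of other cells was unchanged. In fibroblast and smooth muscle markers, TAGLN (0.93, adjusted p = 0.0016), PDGFRA (0.69, adjusted p = 0.00117) and COL1A2 (0.60, adjusted p = 0.0064) rose, PDGFRB fell (-0.98, adjusted p = 0.000831) and 9 of 13 did not pass, while 4 rose and 2 fell when adjusted over the list alone (adjusted p = 0.86 from camera and 0.965 with an estimated correlation). TAGLN and COL1A2 are also in the TGFβ list. Of 7 theca cell markers, INSL3 fell and 6 did not pass (adjusted p = 0.975 from camera). Of 12 endothelial markers, CLDN5 fell (-0.53, adjusted p = 0.0297) and 11 did not pass (adjusted p = 0.86 from camera), and CLDN5 did not pass without moderation of the variances (adjusted p = 0.0894) or without DMSO replicate 1, 2 or 3 or LY294002 replicate 1 or 2 (adjusted p from 0.0539 to 0.0934). Of 10 epithelial markers, KRT8, which granulosa cells can express as well, fell (-0.51, adjusted p = 0.033) and 9 did not pass (adjusted p = 0.179 from camera and 0.00992, lower on balance, from fry), and KRT8 did not pass without moderation of the variances (0.0949) or without DMSO replicate 1 or 3 or any 1 of the LY294002 replicates (adjusted p from 0.0712 to 0.101). Each of these 3 lists had the same counts when adjusted over the list alone. With limma, 0 of 17 leukocyte markers (adjusted p = 0.536), 0 of 6 erythroid markers (0.975) and 0 of 11 oocyte markers (0.914 from camera) passed, also when adjusted over the list alone or without moderation of the variances. At an unadjusted p under 0.05, 2 leukocyte markers were lower, 1 erythroid marker was higher and 0 oocyte markers differed.

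AKT1 had a log2 fold change of 0.00 (SE 0.09, adjusted p = 0.986), ACTB one of 0.00 (SE 0.06, adjusted p = 0.982) and RPLP0 one of 0.15 (SE 0.07, adjusted p = 0.216). IGF1 was near the lowest signals, with 2.79 ± 0.08 (SD, n = 3) in DMSO (log2 fold change -0.07, adjusted p = 0.791).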
